A study of Mus musculus with 12 samples. Its data were reported in "Aging is associated with increased chromatin accessibility and reduced polymerase pausing in liver" (2022).

How the data were processed

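The data were RNA-seq read counts from livers of mice at 3 ages, 3 months (young), 12 months (middle-aged) and 18 months (aged), with 4 livers per age. Age group and replicate number were taken from the sample titles. The authors deposited a single table of whole-number counts per gene for the 12 livers, without normalisation. The study's methods state that total RNA was purified from liver tissue, that stranded libraries were prepared from it and that they were sequenced from a single end; the aligner and the counting program behind the table were not stated. Those methods describe the preparation for young and old livers and not for middle-aged ones, and the study took its RNA-seq of 3 ages from a public atlas, so how the 12 livers of this table were prepared is uncertain. The table held 53465 genes, as Ensembl identifiers, and 92 synthetic spike-in transcripts (RNA of known sequence added to a sample). The methods read here do not mention the spike-ins. All 12 columns of per-sample values were matched to samples by their titles.

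Gene symbols, positions, exonic lengths (union of annotated exons) and GC content (longest transcript) came from the GENCODE M21 annotation of GRCm38, in which 53360 of the 53465 identifiers were found. The build used for the deposited counts was not stated, and positions are given in GRCm38 as GENCODE M21 lists them. Genes of families with near-identical copies, such as the major urinary proteins, share reads in ways that the unstated counting could split differently, and their single-gene values are uncertain.

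Spike-in rows were left out of the gene tests. The 28449 genes with at least 1 count in any sample were tested with DESeq2 1.42.0 in R 4.3.3, following the study's stated choice of DESeq2 with an adjusted p threshold of 0.05. All 12 samples entered one fit with age group as the only term, median-of-ratios size factors, and the default independent filtering and Cook's distance rule. Pairs of ages were compared with the Wald test and the 3 ages together with the likelihood ratio test against an intercept, both with Benjamini-Hochberg adjustment. Fold changes are maximum likelihood estimates with their standard errors (SE). The separation of ages was measured as the share of squared Euclidean distance lying between age groups, over rlog values of the 500 most variable genes, and tested by exact permutation of the age labels. Lists of transcription regulators and of histone genes, and 20 other lists of tissue and cell-state genes, were fixed before the data were examined. Their score in a sample was the mean of log2(normalised count + 1) over list genes with a mean normalised count of at least 10, compared by two-sided exact permutation; with 4 samples against 4 the smallest possible p is 0.0286.

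Genes named in the text followed a rule set before the data were examined. For aged against young, up to 5 genes that rose and 5 that fell were taken with the largest log2 fold change among genes with a DESeq2 adjusted p under 0.05, a mean normalised count of at least 50 and no overlap between the groups. For the other comparisons up to 3 and 3 were taken. The pausing factors Supt4a, Supt5, Nelfa, Nelfb, Nelfcd, Nelfe, Cdk9 and Ccnt1 and the sex genes Xist and Ddx3y were added whatever their values.

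Alternatives set before the data were examined were edgeR 4.0.16 quasi-likelihood tests, limma 3.58.1 voom with sample quality weights, TMM factors, a filter of at least 10 counts in at least 4 samples, no independent filtering, fits of only the 2 groups compared, a replicate block, and fits leaving out each sample in turn. Matching settings were tried for the separation, the lists and the median fold change. The pairing in the replicate block comes only from the replicate numbers in the titles, which belong to different animals. Settings chosen after seeing the data were the spike-in set as covariate, fits within each spike-in set, edgeR with the block, offsets for gene length and GC content (lowess of each sample's deviations, span 0.3), independent filtering set at 0.05 and spike-in scaling. The level of independent filtering was changed after its counts were seen. The first fits used a level of 0.05 and called 484, 732 and 117 genes for aged against young, middle-aged against young and aged against middle-aged, and 851 genes differing across the 3 ages; the default level, which the plan had named, replaced it and gave 484, 727, 117 and 865. The pausing factors and sex genes were followed through the alternatives for aged against young alone, a restriction also made after their values were seen. The 22 lists were compared between 3 pairs of ages, 66 comparisons in all, and those given were chosen after all were seen, apart from the regulators and histone genes between aged and young.

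The scripts were tested on simulated data in which 200 of 25048 genes were changed between aged and young. These 200 had a mean normalised count of at least 50 and were changed by at least 2-fold. DESeq2 recovered 95.5% of them, and 12.4% of its calls were false; edgeR recovered 92.5% with 6.1% false, and limma-voom 92% with 4.7% false. The share of false calls by DESeq2 was therefore above the nominal 0.05 in that simulation, and across the 3 ages it was 16%. In the real data 160 of the 484 genes called between aged and young changed at least 2-fold. The recovery of smaller changes was thus not measured. Total counts, spike-ins included, ranged from 8664417 to 10726813 per sample. Intervals are 95% Wilson intervals and the floor is 3 counts; both cover counting error only, since reads were not collapsed by molecular identifiers. Scores and permutations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.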

Results

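Liver transcriptomes were measured by RNA-seq in mice of 3, 12 and 18 months, here called young, middle-aged and aged, with 4 livers at each age. Counts assigned to genes ranged from 8124312 in young replicate 3 to 10527159 in middle-aged replicate 2. The floor of 3 counts corresponded to a CPM (count scaled to a common total of gene counts) between 0.285 and 0.369. The number of genes with at least 1 count was between 16361 and 17563 in 10 samples, and was 22284 in young replicate 3 and 19982 in middle-aged replicate 1. Mitochondrially encoded genes took 19.2% of the gene counts in young replicate 2 and from 5.48 to 10.68% in the others. No pair of replicates agreed within sampling noise: over 8888 genes the smallest chi-square per gene between replicates of an age was 11.2. As a check of the labels, the female transcript Xist (chromosome X, 103460366 to 103483254, GRCm38) had at most 2 normalised counts in any sample, and the Y-linked Ddx3y (chromosome Y, 1260771 to 1286629) had 680 ± 85.6 normalised counts in young, 686 ± 27.4 in middle-aged and 686 ± 106 in aged livers (SD, n = 4). All 12 libraries thus had the pattern of males.

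Synthetic spike-in transcripts made up between 1.59% (95% Wilson interval 1.58 to 1.60%) of the counts in middle-aged replicate 3 and 10.6% (10.61 to 10.65%) in young replicate 2. Of the 92 spike-ins, 31 had at least 50 counts in every library. Their relative abundances split the libraries into a set of replicates 1 and 2 of every age (set A) and a set of replicates 3 and 4 of every age (set B). Correlations of log abundances across the 31 spike-ins were at least 0.997 within a set and at most 0.925 between sets. The split followed the replicate numbers and was balanced over age, and comparisons of ages are given below within each set, where 2 livers stood against 2.

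**Figure D1:**
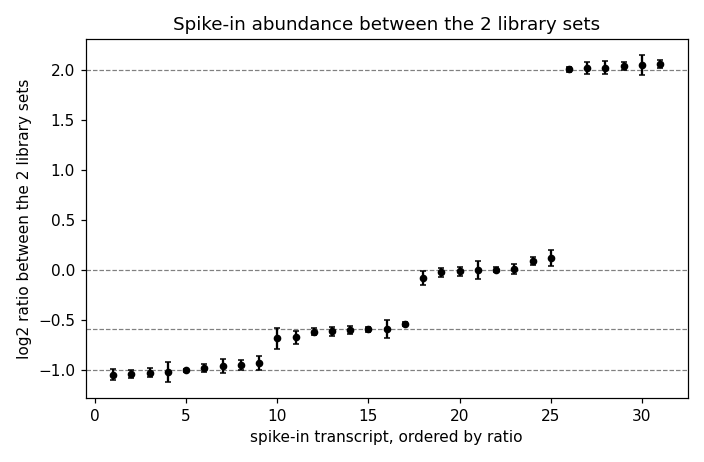
Log2 ratio (mean ± standard error over libraries, vertical axis) of 31 spike-in transcripts between the 2 library sets, ordered by ratio on the horizontal axis and placed on a common offset. Dashed lines mark ratios of 4, 1, 0.67 and 0.5; all 31 spike-ins lay within 0.15 of a line, with means of 2.04, 0.017, -0.61 and -0.99 near each.

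The first question was whether age separated the liver transcriptomes. Age group accounted for 41.5% of the squared distance between the 12 samples over the 500 most variable genes (exact permutation test over 34650 label assignments, p = 0.00156). Between young and aged livers the share was 40.9% (exact permutation test, p = 0.0286, the smallest this design can give), between young and middle-aged livers 39.5% (exact p = 0.0286), and between middle-aged and aged livers 20.6% (exact p = 0.229). The test of middle-aged against aged livers did not take the spike-in sets into account. No permutation within sets or replicate numbers is given for that pair, so whether those ages separate is left open. The first principal component held 41.5% of the variance and placed the 4 young livers lowest, while aged replicate 1 lay nearest to them. With ages permuted within replicate numbers as a block, the p-value for the 3 ages was 0.0139, and for aged against young it was 0.125, the smallest that sign flips of 4 pairs allow. Within set A the share for the 3 ages was 0.72 and within set B 0.74 (exact permutation tests, p = 0.0667 in each, the smallest that 90 assignments allow). The share is larger by construction with fewer livers per group, so these values cannot be set against the 41.5% of all 12 samples. The spike-in sets themselves accounted for 12.8% of the distance (permutation within ages, exact p = 0.0185).

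**Figure D2:**
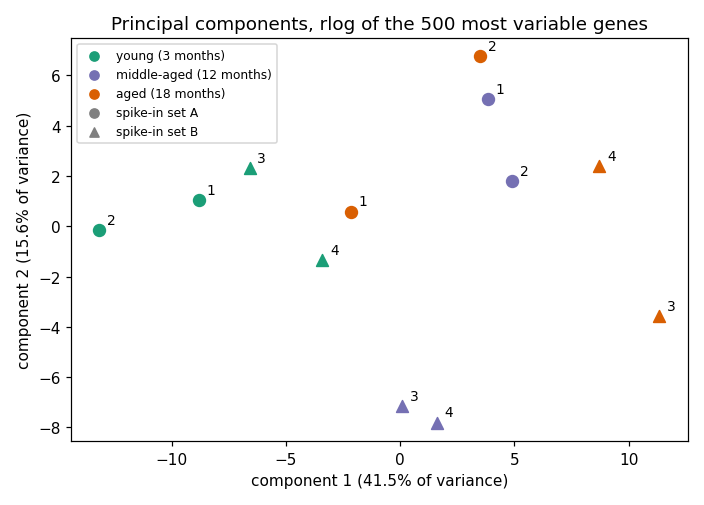
First and second principal components of rlog values, holding 41.5% and 15.6% of the variance. Each point is a liver, coloured by age, numbered by replicate and shaped by spike-in set; the 4 young livers lie at negative values of component 1, as does aged replicate 1.

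The comparison of aged with young livers asked how steady-state mRNA changes by 18 months. DESeq2 called 484 of 13527 tested genes at an adjusted p under 0.05 (3.58%), of which 253 were higher and 231 lower in aged livers, and 160 changed at least 2-fold. Of the alternatives set beforehand, edgeR's quasi-likelihood test and the fit without aged replicate 1 moved this count most. edgeR called 172 genes, all of them among the 484. Without aged replicate 1 the count was 1291. With the replicate number as a block, DESeq2 called 655 genes, of which 303 were among the 484. That fit tested 22955 genes instead of 13527. Same-numbered young and aged livers had a mean correlation of -0.106 in their deviations from the group means. Within set A 137 genes were called and within set B 482. Over 8888 genes with a mean of at least 50 normalised counts, 59.3% changed in the same direction in both sets. Fold changes of aged over young were rank-correlated with exonic length across 11796 genes at 0.199 and with GC content at -0.0282; genes are not independent replicates.

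The gene with the largest rise was Serpinb1a (ENSMUSG00000044734, chromosome 13, 32842092 to 32851185). Its normalised read count was 68.6 ± 18.97 in young and 786 ± 310 in aged livers (SD, n = 4), a log2 fold change of 3.52 (SE 0.33, DESeq2 adjusted p = 5.69e-22). Cyp4a10 (ENSMUSG00000066072, chromosome 4, 115518264 to 115533649) rose from 180.7 ± 83.2 to 1757 ± 1446 (log2 fold change 3.28, SE 0.75, DESeq2 adjusted p = 0.00155). It was at 261.9 and 880.4 in aged replicates 1 and 2 but at 3422.2 and 2461.8 in replicates 3 and 4. Its log2 fold change was 2.07 within set A (DESeq2 adjusted p = 0.585) and 3.71 within set B (DESeq2 adjusted p = 3.54e-58). Under edgeR with the replicate block it did not pass the threshold (edgeR adjusted p = 0.0931). Noct (ENSMUSG00000023087, chromosome 3, 51224447 to 51251644) rose from 107.6 ± 19.7 to 815.6 ± 653 (log2 fold change 2.92, SE 0.55, DESeq2 adjusted p = 3.92e-05), with 1221 and 1519 in aged replicates 1 and 2 but 305 and 217 in replicates 3 and 4. Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024) rose by a log2 fold change of 2.46 and Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970) by 2.11, with DESeq2 adjusted p of 0.0178 and 0.0117. Marco was at 790.8 in aged replicate 1 and at 104, 96.1 and 261 in aged replicates 2, 3 and 4. Without aged replicate 1 its log2 fold change was 1.43. Neither Marco nor Ntrk2 passed the threshold under edgeR or limma-voom, and Noct and Tff3 did not under limma-voom. Tff3 (ENSMUSG00000024029, chromosome 17, 31125306 to 31129646) fell from 147.8 ± 141 to 8.91 ± 6.27 (log2 fold change -4.06, SE 0.83, DESeq2 adjusted p = 0.000224).

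The remaining genes with the largest falls belonged to the major urinary protein family on chromosome 4, whose members share reads with near-identical copies. Mup17 (ENSMUSG00000096688, 61591929 to 61595871) fell from 31130 ± 13150 to 2666 ± 1652 normalised counts (log2 fold change -3.55, DESeq2 adjusted p = 1.46e-08). Mup9 fell by a log2 fold change of -4.03, Mup15 of -3.48 and the annotated pseudogene Mup-ps20 of -4.80. Of 31 tested family members 17 were called, all 17 lower in aged livers. The share of gene counts assigned to the family ranged from 2.41 to 3.57% in young, from 1.64 to 1.99% in middle-aged and from 1.07 to 2.64% in aged livers. The log2 of the family total differed by -1.10 between aged and young (exact permutation test, p = 0.0571) and by -0.94 between middle-aged and young (exact p = 0.0286). The family total was also lower with TMM factors (-1.07 and -0.92) and total counts (-0.98 and -0.83). With spike-in scaling it differed by 0.15 and 0.62 (exact permutation tests, p = 0.714 and 0.2), but that scaling raised the median of all genes by 1.23 and 1.54, so the family stayed below the median gene.

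**Figure D3:**
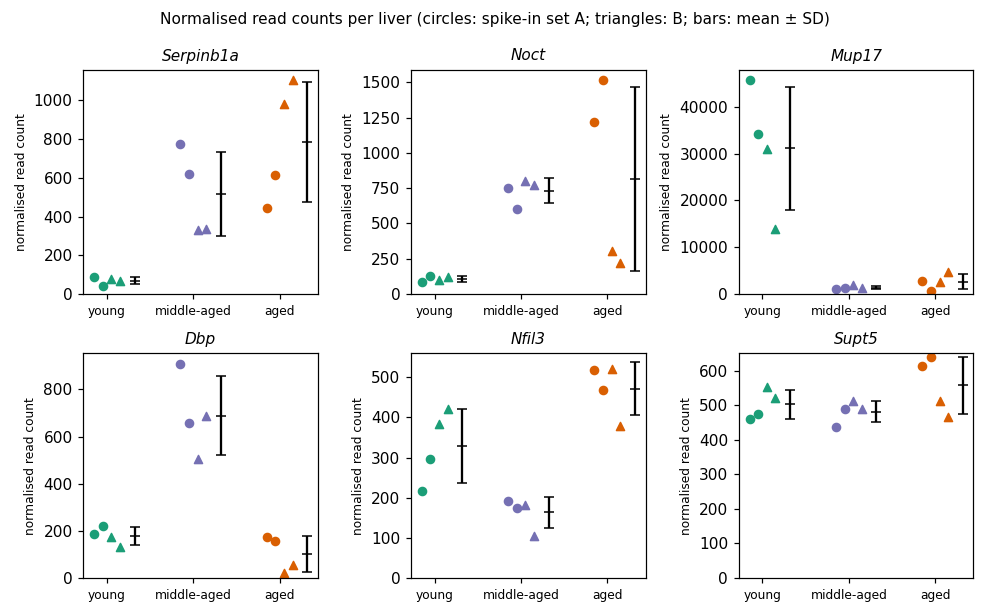
Normalised read counts of 6 named genes in each liver, with circles for spike-in set A, triangles for set B and bars for the mean ± SD of 4 livers. Serpinb1a rose and Mup17 fell by middle age, Noct differed within the aged group between 1519 and 217, Dbp was highest and Nfil3 lowest in middle-aged livers, and the pausing factor Supt5 overlapped between ages.

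Middle-aged livers were compared with young ones by the same fit. DESeq2 called 727 of 11333 genes (6.41%), with 398 higher and 329 lower in middle-aged livers; edgeR called 280, of which 276 were shared. Within set A 251 genes were called and within set B 305. Of the genes called in this comparison, 234 were also called between aged and young, and 233 of these changed in the same direction; both comparisons share the young livers. Serpinb1a was the gene with the largest rise here too (log2 fold change 2.91, SE 0.33, DESeq2 adjusted p = 1.8e-14), followed by Noct (2.77) and Ntrk2 (2.08). Mup9 (-4.69), Mup17 (-4.52) and Mup15 (-4.42) fell most. Of 23 tested family members 14 were called, all lower in middle-aged livers. Ntrk2 did not pass the threshold under edgeR or limma-voom.

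Aged livers were then compared with middle-aged ones. DESeq2 called 117 of 10236 genes (1.14%), with 55 higher and 62 lower in aged livers, whereas edgeR called 13, all among the 117. Within set A 34 genes were called and within set B 307. With the replicate block 426 genes were called, 56 higher and 370 lower in aged livers, of which 69 were among the 117. That fit tested 28449 genes, so neither the Cook's distance rule nor independent filtering left any out, and its count differs by more than the block. The same block gave 385 for middle-aged against young. Of the 117 genes, 50 were also called between middle-aged and young, and all 50 had the opposite direction there; both comparisons share the middle-aged livers, which favours opposite signs. Nfil3 (ENSMUSG00000056749, chromosome 13, 52967209 to 52981073) was at 163 ± 39.3 in middle-aged and 471 ± 66.4 in aged livers (log2 fold change 1.53, SE 0.22, DESeq2 adjusted p = 1.65e-08), and Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126) rose by 1.56 and Ppp1r3c (ENSMUSG00000067279, chromosome 19, 36731731 to 36736653) by 1.18. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) was at 689 ± 167 in middle-aged and 100.2 ± 76.2 in aged livers (log2 fold change -2.78, SE 0.56, DESeq2 adjusted p = 0.000355). Upp2 (ENSMUSG00000026839, chromosome 2, 58567298 to 58792971) changed by -1.51 and Tef (ENSMUSG00000022389, chromosome 15, 81802421 to 81826863) by -1.27. Arntl and Ppp1r3c did not pass the threshold under edgeR or limma-voom.

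Across the 3 ages the likelihood ratio test of DESeq2 called 865 of 12430 genes (6.96%), and edgeR called 234, all among them. Of the 865 genes, 284 were highest and 248 lowest at middle age, while 181 rose and 152 fell at both steps. With the replicate block 451 genes were called, of which 426 were among the 865.

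A further question was whether the mRNA of the transcription machinery changes with age, since the study followed the density and pausing of RNA polymerase II in the same organ. The score of 57 transcription regulators was 7.30 ± 0.05 in aged and 7.35 ± 0.03 in young livers (SD, n = 4), a difference of -0.06 that was not significant (two-sided exact permutation test, p = 0.114; with the replicate block p = 0.25). Of the 57 genes, 1 was called by DESeq2 with adjustment over all genes and 0 with adjustment over the list alone, against 12 with an unadjusted p under 0.05. The gene called was Gtf2b, with a log2 fold change of -0.44 (DESeq2 adjusted p = 0.032), named after its value was seen. The 8 pausing factors had log2 fold changes of -0.21 for Supt4a, 0.15 for Supt5, 0.52 for Nelfa, 0.05 for Nelfb, 0.12 for Nelfcd, -0.06 for Nelfe, -0.02 for Cdk9 and 0.16 for Ccnt1. Nelfa had the lowest DESeq2 adjusted p among them, 0.197. For Nelfa the difference between the means, 85.9 ± 29.8 in young and 123.4 ± 17.9 in aged livers (SD, n = 4), exceeded either SD; none of the 8 passed the threshold.

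The score of 14 expressed histone genes was 7.31 ± 0.13 in aged and 7.41 ± 0.08 in young livers (SD, n = 4; difference -0.10, two-sided exact permutation test, p = 0.2; with the replicate block p = 0.375). None of 19 tested histone genes was called (0 with adjustment over all genes, 0 over the list alone, 2 with an unadjusted p under 0.05). Within set A the difference was 0.03 and within set B -0.23, so its sign depended on the set. For the transcription regulators the differences were -0.02 and -0.09. In middle-aged livers both lists were lower than in young ones, by -0.125 for the regulators and by -0.39 for the histone genes (two-sided exact permutation tests, p = 0.0286 for each; 0.135 for each after Benjamini-Hochberg adjustment over 66 list comparisons). These differences were smaller with offsets for length and GC content (-0.104 and -0.28) and with TMM factors (-0.0939 and -0.256). DESeq2 called the regulators Gtf2b (-0.60) and Polr2i (-0.55) and the histone genes Hist1h1c (-0.67), H3f3b (-0.27) and Hist1h4h (-1.23) there, named after their values were seen. The histone score was higher in aged than in middle-aged livers by 0.292 (two-sided exact permutation test, p = 0.0286, 0.135 after the same adjustment). With TMM factors that difference was 0.213 (two-sided exact permutation test, p = 0.0571).

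The median log2 fold change over 11804 genes with a mean of at least 10 normalised counts was 0.0036 between aged and young and 0.0078 between middle-aged and young. Size factors centre this median near 0, so it carries no information on total RNA. Of these genes 97.3% changed by less than 2-fold between aged and young.

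**Figure D4:**
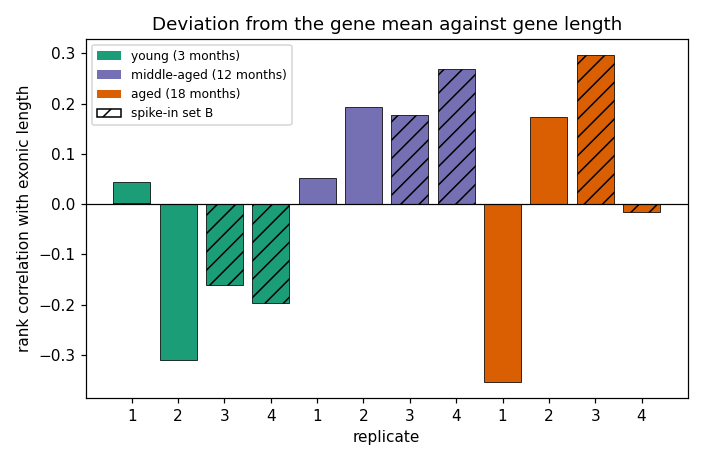
Rank correlation, across 11796 genes, between each library's log2 deviation from the gene mean and exonic length (vertical axis), for the 12 libraries by age and replicate. Young replicates 2, 3 and 4 and aged replicate 1 had the lowest values, -0.31, -0.16, -0.20 and -0.35.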

Values the study reported

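For RNA-seq of mouse liver taken from a public ageing atlas, the study reported 501 of 18,325 genes (2.73%) as differing between middle-aged and young mice and 219 of 15,610 genes (1.40%) between aged and young mice. Of these, 307 rose and 194 fell by middle age, and 127 rose and 92 fell in aged mice. It found no change of transcription regulator or histone mRNA with age. In its nascent transcription data, 367 (11%) and 717 (22%) of 3,278 genes differed in middle-aged and aged mice.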

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

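Tests of explanations in this part were chosen after the results were seen. A sample was singled out when its gap to the nearest sample of its age, divided by the range of that age, was above Dixon's 95% value for 4 samples. This was so in 10 of 111 groups of 4, where chance gives about 1 in 20, or 5.55 groups.

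Young replicate 3 stood apart in the number of genes detected, 22284 against 16361 to 16579 in the other young livers. It also stood apart in counts on olfactory and vomeronasal receptor genes, with a CPM of 132.7 against 8.65 to 19.4. Middle-aged replicate 1 did so too, with 61.74 against 15.8 to 16.4. Depth was not the reason, since young replicate 3 had the fewest gene counts, 8124312. RNA of another tissue would concentrate in a few genes, but over 28151 genes with no count in the other 10 libraries the top 10 genes held 1.82% of the counts in young replicate 3. A male carries a single X chromosome, so genomic DNA would put on the X about 0.5 times the autosomal counts per kb over such silent genes. The ratio was 0.474 in young replicate 3 (201 counts on the X and 7493 on autosomes) and 0.578 in middle-aged replicate 1 (122 and 3725). A candidate explanation is therefore a trace of genomic DNA in these libraries. The design gives no biological explanation that would set apart a single liver of an age.

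Spike-in reads, which lie outside the gene counts, made up at least 1.589% of the counts in every library, above the floor of 3 counts. Their composition may come from 2 spike-in mixes that hold the same transcripts at set ratios of 4, 1, 0.67 and 0.5: the 31 spike-ins lay at a median distance of 0.027 from the nearest of these log2 ratios, and 0 of 1000 draws from a uniform spread lay as close. Replicates 1 and 2 of each age would then have received a different mix from replicates 3 and 4. The 6 spike-ins nearest to a ratio of 4 had a mean log2 ratio of 2.04 (SD 0.02); they were assigned to it from the same values, so this is no separate check of fold changes. The split went along with a difference in whole profiles (permutation within ages, exact p = 0.0185). DESeq2 called 51 genes between the sets, and 3 of 60 halvings of the ages, drawn from 108, called as many (the real one included), so an effect on single genes was not told apart from other halvings. Fibroblast and stellate cell genes, from a list fixed before the data were examined, scored 6.73 ± 0.36 in set A and 7.47 ± 0.34 in set B (SD, n = 6; permutation within ages, exact p = 0.00926). That exact p is the smallest that 216 assignments allow, and it was not adjusted for choosing this list among 22. Genes called between the same sets included Dcn, Col3a1 and Col1a2, so the score is no independent test. Unequal connective tissue in the pieces sampled may be part of the difference between the sets. The sets are balanced over age.

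The other samples that stood apart were single genes. Cyp4a10 was at 56 normalised counts in young replicate 2 against 217.6 to 227.5 in the other young livers. Marco was at 181.9 in middle-aged replicate 3 against 54.1 to 71.8, and Mup-ps20 was at 18.1 in aged replicate 1 against 0.9 to 3.6. Nelfcd was at 273.8 in middle-aged replicate 2 against 237.5 to 240.2. Cdk9 was at 228.5 in middle-aged replicate 4 against 250.5 to 251.7, and at 313.8 in aged replicate 4 against 251.4 to 260.4. Xist was at 0 in middle-aged replicate 1 against 0.9 to 1, which is within the floor. No explanation, technical or biological, was tested for these.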

How the results depend on the processing

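The counts of genes depended strongly on the processing, and the causes were not tested unless stated. Under edgeR's quasi-likelihood test the counts were 172 (aged against young), 280 (middle-aged against young), 13 (aged against middle-aged) and 234 (3 ages), and the first, the third and the last were wholly shared with DESeq2. Without independent filtering they were 321, 443 and 62 for the pairs. Fits of only the 2 groups gave 290 genes for aged against young and 1166 for middle-aged against young. Voom with sample weights called 58 genes between aged and middle-aged. TMM factors raised the share of higher genes from 52.3% to 60.2% for aged against young and from 54.7% to 62.3% for middle-aged against young.

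Leaving out 1 sample at a time gave from 237 to 1291 genes for aged against young, from 345 to 1095 for middle-aged against young, from 45 to 198 for aged against middle-aged and from 503 to 1637 across the 3 ages, over 12 fits each.

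With the replicate number as a block, DESeq2 called 655, 385, 426 and 451 genes in the same order, of which 303, 365, 69 and 426 were shared with the fit without it. Same-numbered livers are different animals; the mean correlation of their deviations was -0.106 for young and aged, 0.0308 for young and middle-aged and 0.00975 for middle-aged and aged. The 655 and 426 genes included 475 and 370 lower ones. The block fit tested 22955 and 28449 genes in these comparisons, against 13527 and 10236 without the block. With 28449 tested, no gene was left out by the Cook's distance rule or by independent filtering. The excess of lower genes therefore cannot be credited to the block alone.

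The next settings were chosen after seeing the data. edgeR with the block called 72, 119, 14 and 92 genes. Only spike-in set A gave 137, 251, 34 and 270, and only set B gave 482, 305, 307 and 637. Offsets for length and GC content with the replicate block gave 721 (210 higher and 511 lower, 313 shared with the 484), 391, 470 and 514. The same offsets without it gave 567, 704, 129 and 945, all within 1.5 times the counts reported. The genes themselves changed more: 433 of the 484, 536 of the 727, 88 of the 117 and 726 of the 865 were called again. For middle-aged against young the share of higher genes was 60.2% with these offsets and 54.7% without them. The spike-in set as covariate gave 501, 736 and 109 for the pairs and 884 for genes differing across the 3 ages.

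The separation of the 3 ages kept p under 0.05 in all fits but those within set A (0.717) and set B (0.735), where p cannot go below 0.0667. The separation of aged from young had a share of 0.409 with the replicate block (exact p = 0.125), 0.648 in set A and 0.715 in set B (exact p = 0.333), each the smallest p its design allows, and from 0.377 to 0.512 over the 8 fits leaving out 1 sample, with p up to 0.0571. Shares from fewer livers are larger by construction, so those within the sets are not on the scale of the others. The histone list difference changed sign within set A, to 0.033, and was negative in the other settings that changed a single choice. The regulator list was negative and not significant in all settings that changed a single choice, but within set A it was 0.0076 with TMM factors and 0.000887 with offsets.

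The median log2 fold change of all genes was 0.027 with TMM factors, 0.12 with total-count scaling and 0.0099 over genes with a mean of at least 100 for aged against young, and for the median log2 fold change of all genes, middle-aged vs young, 0.0296 and 0.118 with TMM factors and total counts. Fits leaving out 1 sample gave -0.0015 to 0.0093 and 0.00199 to 0.0163. Spike-in scaling, chosen after seeing the data, gave 1.23 and 1.54, so a statement about all genes rising or falling depends on the scaling; changes reported elsewhere are relative to the median gene.

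Among the genes named, the 22 changes selected for size kept their sign in all fits. They were chosen for large changes without overlap between the groups, so fits on fewer of the same livers could hardly have reversed them. Reversals were limited to small changes not called in any of the fits concerned. Supt5 changed to -0.14 and Nelfb to -0.093 within set B; the change of Nelfe, aged vs young, became 0.031 within set A, 0.00337 with offsets and 0.000857 with offsets and the block; Cdk9 changed to 0.043 with voom, 0.0051 with TMM factors and 0.086 within set B; Ccnt1 changed to -0.02998 within set A; and that of Ddx3y, aged vs young, became -0.28 within set A, -0.0225 with offsets and -0.02203 with offsets and the block. Over fits leaving out 1 sample Nelfb ran from -0.019 to 0.116, Nelfe from -0.185 to 0.0604, Cdk9 from -0.097 to 0.063 and Ddx3y from -0.058 to 0.094. Of 828 refits of named genes, 42 lost the threshold and 1 gained it (Nelfa without young replicate 3, DESeq2 adjusted p = 0.0406, where its other fits ranged up to 0.978). Losses were most frequent for Marco, Ntrk2, Arntl and Ppp1r3c.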

Other observations

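All tests of explanations in this part were chosen after the results were seen, and the lists discussed were picked after all 66 list comparisons were seen.

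Other splits of the same livers were fitted to see how many genes they call. Splits that part as many same-numbered pairs as the real one number 8 for each pair of ages, too few to give a share under 0.05. For middle-aged against young 1 of 8 splits, the real one, gave as many genes as the 727 reported, and over all 35 splits the highest other count was 34. For aged against middle-aged it was 1 of 8, but over all 35 splits 2 gave as many, with 169 as the highest other count. The split of aged and middle-aged livers along the spike-in sets called 93, against 117 for age. For aged against young 2 of 8 splits gave as many genes, and over all 35 splits it was also 2, with 1102 as the highest other count. The split that exchanged young replicate 4 and aged replicate 1 called 457, close to the 484 of the real one. Across the 3 ages, 3 of 60 assignments drawn within replicate numbers, out of 216, gave as many genes as the real one (865), with 1499 as the highest, so that count was not told apart from other assignments. The other splits over all 35 differ in parting fewer same-numbered pairs.

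The split that exceeded the real one for aged against young exchanged young replicate 1 and aged replicate 1, and called 1102 genes against 484. Under edgeR the exchanged split called 385 and the real one 172. Both larger assignments across the 3 ages also placed aged replicate 1 with young replicates 2, 3 and 4. A mislabelling would place young replicate 1 near the middle-aged livers over 136 genes that part middle-aged from young in a fit without it. On a scale with young at 0 and middle-aged at 1 it lay at 0.157, with young replicate 4 at 0.15, while aged replicate 1 lay at 0.499. A candidate explanation is a gene length and GC bias between libraries. Fold changes of the exchanged split were rank-correlated with length at 0.375 and with GC content at -0.258 across genes, against 0.199 and -0.0282 for the real split. With offsets for both, the exchanged split fell to 545 genes and the real one rose to 567, of which 433 were among the 484. The offsets removed the excess of the exchanged split but left the 2 counts close, so this bias may account for the excess. In the real split the offsets took the correlation with length to -0.00659 and that with GC content to 0.0589. Length bias therefore does not fully account for the 433 genes called in both fits, while GC bias, near 0 from the start, was not put to a test in that split. How aged replicate 1 came by its profile was not tested; RNA quality was not used here.

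Longer genes had higher counts in middle-aged than in young livers. The rank correlation of a library's deviations with exonic length was higher by 0.329 in middle-aged livers (two-sided exact permutation test, p = 0.0286, higher in 4 of 4 livers). The median log2 fold change ran from -0.127 among the 2949 shortest genes to 0.124 among the 2948 longest ones. The difference was 0.278 without young replicate 2 (exact p = 0.0571) and 0.256 and 0.403 within the 2 spike-in sets. That library alone therefore does not account for it, while the sets, balanced over age, could not have produced it. Aged livers differed from young ones by 0.181 (exact p = 0.343). Differences in RNA integrity or library preparation between ages were not tested and may give the same pattern, so it was not told apart from them.

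Young livers had fewer gene reads per spike-in read. Against the 8 spike-ins near the equal ratio, the log2 of gene counts per spike-in count was 6.28 ± 0.75 in young, 7.73 ± 0.37 in middle-aged and 7.41 ± 0.44 in aged livers (SD, n = 4; exact permutation tests, p = 0.0286 for middle-aged and 0.0571 for aged against young). The difference between aged and young was 1.163 within set A and 1.092 within set B; the sets are balanced over age and these spike-ins are at an equal ratio, so this comparison could not have implicated the mixes. The difference was 1.45 between middle-aged and young and 1.13 between aged and young, and the young libraries spanned 1.68. The amounts of RNA and spike-in added were not used here, so unequal amounts cannot be told apart from a change in RNA content.

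Clock genes stood out between aged and middle-aged livers. Of 13 tested genes of a clock list fixed before the data were examined, DESeq2 called 8, against 117 of 10236 genes overall. Fisher's exact test gave p = 2.62e-13, and 1.73e-11 after adjustment over 66 comparisons. That test treats genes as independent, although the livers are the replicates, and the same holds for the other lists below. The clock list score, which averages genes that rose and fell, differed by -0.44 (two-sided exact permutation test, p = 0.0286, 0.135 after the same adjustment). Arntl, Nfil3 and Cry1 were higher in aged livers (1.56, 1.53 and 1.15 on the log2 scale) and Dbp, Per3, Tef, Nr1d2 and Bhlhe41 were lower (-2.78, -2.31, -1.27, -1.05 and -1.61); Cry1, Per3, Nr1d2 and Bhlhe41 were named after their values were seen. With offsets for length and GC content 6 of the 8 were called and the other 2, Per3 and Bhlhe41, had no adjusted p. The offsets moved the 8 fold changes by at most 0.112, so this was no strong test of that bias. Livers collected at another time of day may give this pattern, as could an effect of age on the clock. Collection times were not used here, and the 2 explanations cannot be told apart. Of the 8 genes only Arntl was also called between the spike-in sets, lower in set A (log2 fold change -0.89, DESeq2 adjusted p = 0.0363). The sets are balanced over age, so age does not account for that difference. It rests on 1 gene, and calls between the sets were not told apart from those of other halvings, so it does not decide the question. Between middle-aged and young livers 5 of 14 tested clock genes were called (Fisher's exact test, adjusted p = 0.0145), with Dbp at 1.96 and Nfil3 at -1.01, and between aged and young livers 1 of 15.

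Genes with male-biased expression in liver, from a list of 14 fixed before the data were examined, scored lower in aged than in young livers by -1.17 (two-sided exact permutation test, p = 0.0286, 0.135 after adjustment over 66 comparisons; lower in 4 of 4 aged livers) and lower by -0.96 in middle-aged livers. DESeq2 called 7 of the 14 between aged and young (Fisher's exact test, adjusted p = 3.27e-06) and 5 of 14 between middle-aged and young (adjusted p = 0.0145), all lower than in young livers. Within set A the difference between aged and young was -0.645 and within set B -1.70. Without the Mup genes the list difference was -1.31, so read sharing between their copies does not account for it. The Mup family total differed by -0.942 on the log2 scale between middle-aged and young livers, so a shift of reads between members alone does not account for the fall of the total. The larger falls of single members cannot be told apart from such a shift. With offsets for length and GC content the list difference was -1.09. With spike-in scaling the list differed by 0.0706 (exact permutation test, p = 0.943), where the median of all genes rose by 1.23, so its fall is relative to the median gene. Female tissue in a library would bring Xist, whose highest normalised count was 2. A loss of male-biased expression by 12 months is a hypothesis that these tests left open; time of collection was not tested for it.

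Targets of the fasting response were called more often than other genes between aged and young, 7 of 14 listed genes, all higher in aged livers (Fisher's exact test, adjusted p = 3.27e-06), while the list score differed by 1.27 (exact permutation test, p = 0.0571). The score was 9.57 and 9.09 in aged replicates 3 and 4 and 8.27 in replicate 2. In aged replicate 1 it was 7.71, within the young range of 6.67 to 7.77. No explanation was tested for this rise. Of 7 tested mitochondrially encoded genes DESeq2 called 6, all lower in aged livers (Fisher's exact test, adjusted p = 4.56e-07). The list score differed by -0.841 (exact permutation test, p = 0.2), with -1.77 in set A and 0.0877 in set B.

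DESeq2 called 3.58% of tested genes between aged and young and 6.41% between middle-aged and young. Both are higher than the values quoted from the study above. The count of 484 genes between aged and young is also higher. Whether both rest on the same livers was not established here, and the quoted values rest on fewer aged livers. For genes differing, aged vs young, leaving out aged replicates 1, 2, 3 and 4 in turn gave 1291, 336, 237 and 321 genes.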
